A study of Drosophila melanogaster with 4 samples. Its data were reported in "CMTr cap-adjacent 2′-O-ribose mRNA methyltransferases are required for reward learning and mRNA localization to synapses" (2022).

How the data were processed

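CMTr1 is the Drosophila cap methyltransferase 1, an enzyme that adds a methyl group to the ribose of nucleotides next to the mRNA cap. The series holds 4 libraries from embryos, 2 of input RNA and 2 of RNA pulled down with CMTr1, and samples were grouped from their titles. The sources differ on how the RNA was made. The study's methods describe formaldehyde-fixed embryos of a line with an HA-tagged CMTr1 rescue construct, immunoprecipitation through the tag, random-primed cDNA, a Lexogen QuantSeq kit and gel size selection, with input libraries prepared alike. Per the labels, RNA of wildtype flies was crosslinked with formaldehyde to recombinant protein, and libraries were made with Lexogen Corall-seq with unique molecular identifiers (UMIs). This difference could not be settled, and whether UMIs were used to remove PCR copies is not given in the sources used here. There is no pulldown without CMTr1 among the 4 libraries.

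The authors aligned reads with STAR to release 6 of the D. melanogaster genome, counted them per gene with HTSeq-count and compared groups with DESeq2. The deposited signal is a gene count divided by 1 size factor per library. All values above 0 in each library (100%) were whole multiples of the library's smallest value within 0.001 of a read, so whole reads were recovered. Median-ratio size factors recomputed from those reads over 6202 genes matched the deposited ones to a relative difference of 2.89e-15. The authors' deposited table of the comparison gives for each gene a mean signal, a log2 fold change with its standard error on the log2 scale, and a p-value with its Benjamini-Hochberg adjusted p-value. Its mean signal equalled the mean of the 4 deposited values to within 4.37e-10.

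Totals of recovered reads were 370556 and 1416320 for input 1 and 2, and 619648 and 1412201 for pulldown 1 and 2. Reads outside nuclear rRNA and the mitochondrial genome numbered 159642, 401351, 67483 and 101069 in the same order, so the mRNA part of the pulldown libraries was shallow. Intervals and limits on counts cover counting error only, since reads that are PCR copies are not independent molecules. Nuclear rRNA and transposon insertions exist in many near-identical copies, and many snoRNAs lie inside other genes, so values of single members are uncertain. Values of antisense genes are uncertain too, because the use of strand in counting is not given in the sources used here.

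The files list 23932 features, of which 17869 are genes, 5416 transposon insertions, 485 transcripts and 162 other features. Gene symbols came from the supplied name table, which covered 17790 of the 17869 genes, and older names were matched through RefSeq synonyms. The files hold no coordinates. Positions, biotypes and lengths were taken from the supplied annotation of assembly BDGP6, the same assembly release that the authors aligned to, and are 1-based.

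Because the deposited values are normalised, limma 3.58.1 in R 4.3.3 was the main test. A linear model with a mean-variance trend was fitted to log2(normalised count + 1) of all 4 libraries, without covariates, for genes with a mean of at least 10 normalised counts. Tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes on this scale understate the change of low genes. Libraries were simulated once with the real means, with 200 of 2647 genes changed 8-fold between pulldown and input. This test recovered 84% of the changed genes, and 3.45% of its calls were false. The simulation assumed the same spread in both groups, independent genes and known size factors. The real pulldown libraries were less alike than the inputs and calls moved with the scaling, so the false share of real calls may be higher. With 2 libraries in each group the smallest p of an exact two-sided permutation test is 0.333, so that test cannot reach the threshold. Single values such as a share of reads are given without a p-value. Lists of genes at least 2-fold or 3-fold enriched used ratios of mean normalised counts over all listed features, with no test. Both thresholds are the study's. Its methods take enriched transcripts from an analysis of differential expression and do not describe ratios of means. Gene sets were tested with limma's camera at a preset correlation of 0.01, for sets with at least 5 tested genes. Of 15 sets, 10 had that many.

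Tests, sets and the rule for named genes were fixed before the data were examined, but after the study's supplementary table of this comparison, whose first entries are snoRNAs, had been read. Named genes were (a) the 5 called genes with the largest rise and the 5 with the largest fall, among those whose groups did not overlap, (b) the same outside the non-coding, mitochondrial, histone and transposon sets, and (c) 10 genes that the study names in its other assays. Alternatives covered the pseudocount, the filter, the scaling, the test (limma-voom, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads), the threshold, each library left out, the replicate number as a block, and fry or camera with estimated correlation for sets. Sets were ranked by signed z values under edgeR and DESeq2. A crossed block and a correction for mRNA length were added after the data were seen. Content of G and C was not examined.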

Results

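To learn which transcripts are bound by CMTr1, RNA recovered with the protein from Drosophila embryos was compared with input RNA. There were 2 input and 2 pulldown libraries. They held between 370556 and 1416320 recovered reads, and between 9348 and 13615 listed features had at least 1 read in a library. In all, 15315 of 23932 listed features had a read, and 2647 reached a mean of 10 normalised counts and were tested. Of these, 2480 were protein-coding and 69 were small nucleolar RNAs (snoRNAs), which guide the modification of other RNAs.

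The make-up of the libraries differed between the groups. Nuclear rRNA took 51.8% ± 19.6 (SD, n = 2) of reads in input and 90.6% ± 2.94 (SD, n = 2) in pulldown. Reads of the mitochondrial genome fell from 12.4% ± 9.15 (SD, n = 2) to 0.346% ± 0.302 (SD, n = 2). Ribosomal protein mRNAs took 9.47% ± 4.65 (SD, n = 2) of input reads and 0.915% ± 0.131 (SD, n = 2) of pulldown reads. The share of snoRNAs rose from 0.0178% ± 0.00265 (SD, n = 2) to 0.646% ± 0.224 (SD, n = 2). For these 4 classes the input and pulldown libraries did not overlap, and with this design an exact permutation test cannot give a p below 0.333. The 111 listed genes of the histone set, which are named by histone class and copy, held 1 read over the 4 libraries, and the cause was not tested. Histone variant genes with symbols of their own lie outside this set and had reads.

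**Figure D1:**
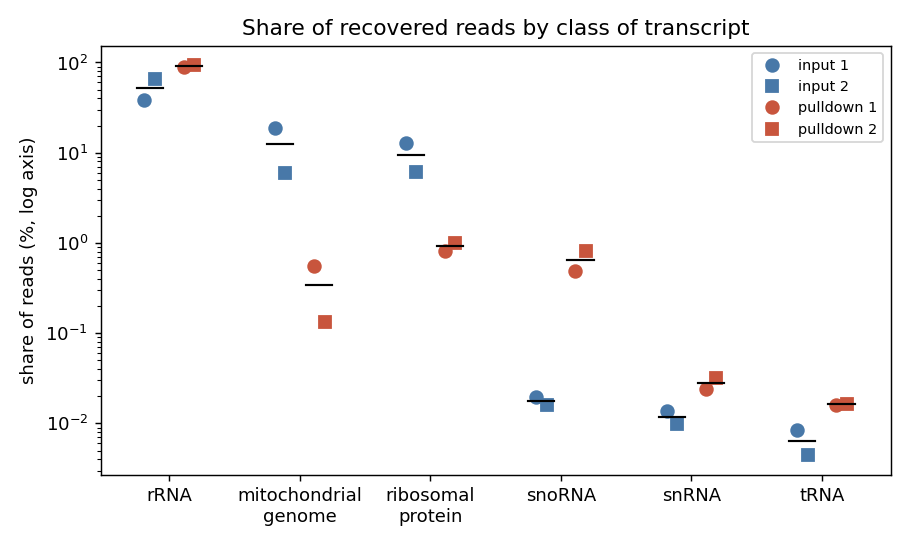
Share of recovered reads (percent, log axis) of 6 classes of transcript in each of the 2 input and 2 pulldown libraries; points are libraries and lines are group means. The snoRNA share lies near 0.0178% in input and 0.646% in pulldown, and the mitochondrial share moves the other way.

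Across all tested genes the input libraries correlated with each other at r = 0.905 and the pulldown libraries at r = 0.701 (Pearson, across 2647 genes, which are not independent replicates). The log2 ratios of pulldown 1 to input 1 and of pulldown 2 to input 2 correlated at r = 0.588 (Spearman's rho 0.533), and 67.9% of genes had the same sign in both. This r moved most with the filter, to 0.269 over all 15315 genes with a read.

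At an adjusted p under 0.05 (limma), 81 genes were higher and 46 lower in pulldown, and for each of these 127 the groups did not overlap. At an unadjusted p under 0.05 there were 342 higher and 341 lower. Among all tested genes, both pulldown libraries lay above both inputs for 28.1% and below for 30.9%, where chance gives 16.7% in each direction. The 81 higher genes comprised 35 snoRNAs, 7 rRNA genes, 29 protein-coding genes and 10 others. The 46 lower genes comprised 45 protein-coding genes and the mitochondrial large rRNA. The alternative that moved the counts most was scaling every library to the same total, which gave 65 higher and 1574 lower and a median log2 difference of -1.74 over all tested genes, against -0.03 with the deposited scaling. TMM scaling gave 137 higher and 166 lower with a median of -0.28, and scaling on genes outside the non-coding and mitochondrial sets gave 80 and 11 with a median of 0.30. Higher genes were 63.8% of calls with the deposited scaling, and 3.97%, 45.2% and 87.9% under these 3. Leaving out a library also moved the counts, with fewer samples and the lone library assumed to vary like the other group. A call lost in this way need not mean a smaller difference. Without pulldown 1 there were 48 higher and 0 lower genes, without pulldown 2 there were 73 and 9, without input 1 there were 61 and 3, and without input 2 there were 155 and 37. All 48 genes called without pulldown 1 were snoRNAs, and all 29 protein-coding genes called higher had larger values in pulldown 1 than in pulldown 2.

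**Figure D2:**
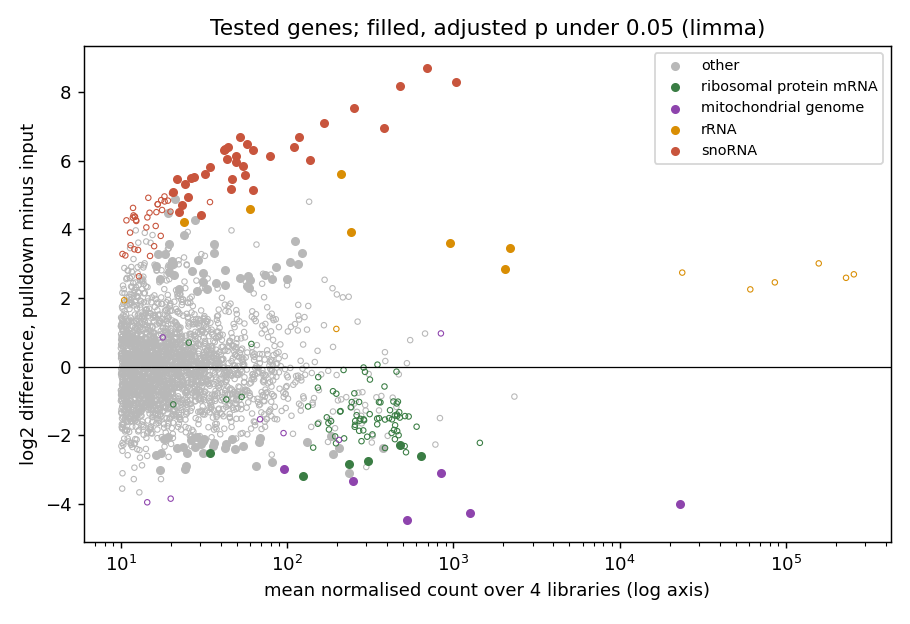
Log2 difference of pulldown minus input against the mean normalised count (log axis) for the 2647 tested genes, coloured by class; filled points passed an adjusted p of 0.05 (limma). The 69 snoRNAs all lie above 0, and 80 of the 83 ribosomal protein mRNAs lie below 0.

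The largest rises were all snoRNAs. snoRNA:Psi28S-291 (FBgn0065064; BDGP6 3R, 11223571 to 11223790, plus strand), a single-exon gene inside RpL3, had 2.05 ± 1.40 (SD, n = 2) normalised counts in input and 1391 ± 1029 (SD, n = 2) in pulldown. Its log2 difference was 8.68 ± 0.63 (SE; limma adjusted p = 1.76e-04). snoRNA:Psi18S-176 (FBgn0086659; 2R, 23839911 to 23840064, minus strand) rose by 8.30 ± 0.69 (SE; limma adjusted p = 1.76e-04). snoRNA:Or-aca4, snoRNA:Psi28S-2622 and snoRNA:Dek-a followed, with log2 differences of 8.18, 7.55 and 7.10. Input values behind these folds rest on few reads, for example 3 and 3 for snoRNA:Psi28S-291 against 343 and 1578 in pulldown. The largest falls were in mt:ATPase6 (FBgn0013672; mitochondrial genome, 4062 to 4736, plus strand), which went from 1014 ± 611 (SD, n = 2) to 42.5 ± 16.4 (SD, n = 2) normalised counts, a log2 difference of -4.45 ± 0.59 (SE; limma adjusted p = 0.00241). mt:CoIII, mt:lrRNA, mt:CoII and RpL38 had log2 differences of -4.27, -3.98, -3.34 and -3.19. Of the 5 snoRNAs, snoRNA:Psi18S-176 and snoRNA:Psi28S-2622 no longer passed the threshold without pulldown 1 (adjusted p = 0.106 and 0.169) or without pulldown 2 (0.0648 and 0.0723). The 5 named falls no longer passed without pulldown 1 (adjusted p between 0.147 and 0.293) or without pulldown 2 (0.0648 to 0.358), and mt:lrRNA, mt:CoII and RpL38 did not pass without input 1 (0.144, 0.108 and 0.0510).

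Outside the non-coding and mitochondrial sets, the largest rise was in CG34331 (FBgn0085360; X, 20122453 to 20125271, plus strand, 3 exons), from 1.77 ± 2.50 to 54.1 ± 51.9 normalised counts (SD, n = 2), a log2 difference of 4.27 ± 1.01 (SE; limma adjusted p = 0.0439). Its reads were 47 and 13 in the pulldown libraries. Trl, CG5742, Vps33B and CG3632 rose by 3.58, 3.32, 3.32 and 3.30 on the log2 scale, with adjusted p between 0.0325 and 0.0457 (limma). None of these 5 was called without pulldown 1 (adjusted p between 0.280 and 0.374) or without pulldown 2 (0.0665 to 0.0981), and only CG34331 was called without input 1. RpL38 (FBgn0040007; 2R, 4515388 to 4516458, minus strand, 3 exons) fell from 228 ± 79.0 to 23.4 ± 3.01 normalised counts (SD, n = 2), a log2 difference of -3.19 ± 0.48 (SE; limma adjusted p = 0.00626). Cys, bsk, ND-MLRQ and ben had log2 differences of -3.10, -3.00, -2.98 and -2.90. None of these 4 was called without pulldown 1, without pulldown 2 or without input 1 (adjusted p between 0.0516 and 0.635), and without input 2 bsk and ND-MLRQ were not called (0.451 and 0.0609).

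By the ratio of mean normalised counts, 4268 features were at least 2-fold enriched in pulldown and 3263 at least 3-fold. Of the 4268, 1115 had no input read, 3228 (75.6%) had under 10 pulldown reads in all, and 1335 rested on a single pulldown read. Only 567 of them reached a mean of 10 normalised counts. In the other direction 5372 features were at least 2-fold lower. The filter moved these counts most, since 87 and 62 features remained at a mean of 50. Without pulldown 1 the lists held 2726 and 1912 features. A stricter criterion, with both pulldown libraries at least 2-fold above both inputs, was met by 226 of the tested genes, of which 112 were protein-coding and 68 were snoRNAs. The mirror criterion was met by 204 genes, of which 202 were protein-coding and 26 encoded ribosomal proteins. The 226 became 478 without input 2 and 549 without pulldown 2.

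The authors' deposited table called 234 genes at an adjusted p under 0.05, 170 higher and 64 lower in pulldown. Among the tested genes the authors' deposited table called 210, which include 103 of the 127 called with limma, none in the opposite direction. Its fold changes correlated with the limma log2 differences at r = 0.973 across genes.

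Set shifts are given relative to the median tested gene. snoRNAs were shifted by 4.95 on the log2 scale (69 of 69 genes higher; camera adjusted p = 2.12e-55). For 25 of them no read was found in either input library. These were also given ratios of pooled reads without a pseudocount, with 3 reads set for the input group. The median log2 difference of the set was then 5.57 instead of 4.92. The other snoRNAs kept differences with a pseudocount of 1. The value of 5.57 thus mixes scales, and its size against 4.92 cannot be read as an effect of the bound alone. Nuclear rRNA genes were shifted by 2.89 (15 of 15 higher; camera adjusted p = 2.48e-11), mitochondrial genes by -3.06 (11 of 13 lower; camera adjusted p = 2.58e-06) and ribosomal protein mRNAs by -1.48 (80 of 83 lower; camera adjusted p = 4.66e-16). Transposon insertions were shifted by 2.49 (24 of 25 higher; camera adjusted p = 1.70e-06), long non-coding RNAs by 1.28 (18 of 22 higher; camera adjusted p = 4.14e-04) and antisense RNAs by 2.42 (6 of 6 higher; camera adjusted p = 0.0130). Without a filter the shifts of transposon insertions and long non-coding RNAs were both -0.040, and that of antisense RNAs was 0.29 (adjusted p = 0.0396), so the reported sizes hold for the tested members alone. The transposon shift was 1.58 without input 1 and 1.42 without pulldown 1, and stayed past the threshold. The antisense shift lost its call without input 1 (1.74, adjusted p = 0.0501) and without pulldown 1 (1.38, adjusted p = 0.154). None of these camera calls held under fry, where the smallest adjusted p was 0.134, or with an estimated correlation, where it was 0.451.

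The study singled out ion channel genes among the targets of CMTr1 and CMTr2, and genes of synaptic vesicle release and cell adhesion among those of CMTr2, which was not assayed in these libraries. All 3 lists were tested here on the CMTr1 libraries. The 9 tested ion channel genes were shifted by 0.87 (9 of 9 with a log2 difference above 0, camera adjusted p = 0.0467). The 18 genes of synaptic vesicle release were shifted by 0.72 (14 of 18 above 0, camera adjusted p = 0.0321). The 32 cell adhesion genes were shifted by 0.15 (17 of 32 above 0, camera adjusted p = 0.531). Both pulldown libraries lay above both inputs for 1, 7 and 7 genes of these lists, in the same order, and below for 0, 1 and 4. In that order 0, 1 and 0 genes were called higher (limma), and 0 were called lower. Without input 1 the ion channel and vesicle shifts were both 0.46 (adjusted p = 0.237 and 0.168), and without pulldown 1 they were 0.37 and 0.14 (adjusted p = 0.682 and 0.156). The ion channel shift was 1.41 without input 2, and the vesicle shift was 1.32 without pulldown 2. The cell adhesion shift was -0.055 without pulldown 1. These lists were written after reading the study, which drew its ion channel class partly from these libraries, so that list is not independent evidence.

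The log2 difference also followed mRNA length. Across 2469 protein-coding genes outside the mitochondrial genome, Spearman's rho with the length of the longest transcript was 0.416, and from the shortest to the longest of 10 equal bins of genes (median 755 and 10319 bases) the median log2 difference went from -1.39 to 0.37. Removing the length trend within these 2469 genes was tried after the data were seen. The shift of ribosomal protein mRNAs went from -1.39 (camera adjusted p = 8.68e-17) to -0.40 (0.00239), that of ion channel genes from 0.96 (0.0128) to 0.61 (0.121), and that of vesicle genes from 0.81 (0.00689) to 0.54 (0.0624).

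**Figure D3:**
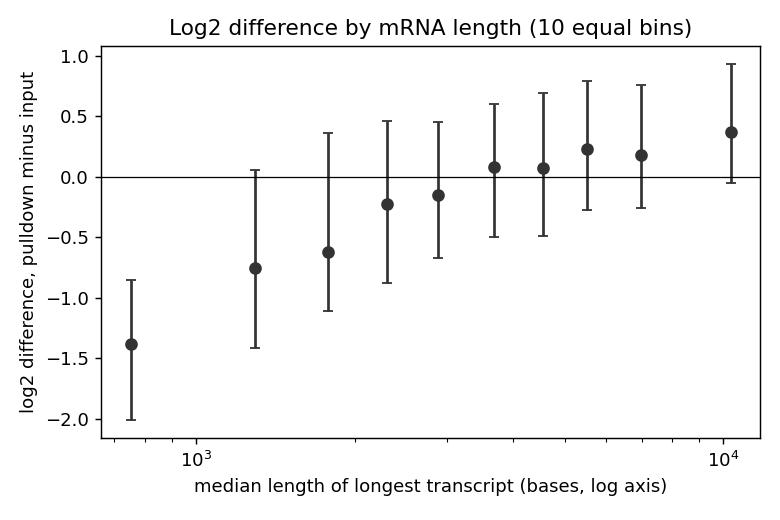
Median log2 difference of pulldown minus input in 10 bins of protein-coding genes ordered by the length of the longest annotated transcript (bases, log axis); bars span the 25th to 75th percentile of genes. The median rises from -1.39 in the shortest bin to 0.37 in the longest.

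In its other assays the study names 10 genes for their proteins or mutants, not as mRNAs bound by CMTr1. Their values here are therefore no check on those assays. Of the 10 genes, 7 were tested and 0 were called (limma). At an unadjusted p under 0.05 there were 2, eIF4A3 (listed as CG7483; log2 difference -1.84, adjusted p = 0.168) and elav (1.09, adjusted p = 0.174). Adjusted over the list alone, 0 genes passed either, with a smallest adjusted p of 0.126. edgeR, DESeq2 and limma-voom on recovered reads also called 0. Relative to input, brp was higher by a log2 of 0.98, and eIF4E1, Cbp80, tsu and Fmr1 had values of -1.11, -0.87, -0.39 and -0.20. Under equal totals elav and brp changed direction, to -0.65 and -0.76. Without pulldown 1 tsu was at 0.33, and Fmr1 was at 0.02 without input 2 and 0.28 without pulldown 2. Cmtr1, aft (the gene of the related enzyme CMTr2) and Cbp20 had fewer than 10 normalised counts on average and were not tested.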

Values the study reported

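The study reported 3109 genes that were at least 2-fold enriched above input for CMTr1. Its stricter selection for CMTr1, with a threshold of 3-fold, held 1146 genes.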

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

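The crossed block and the correction for mRNA length were chosen after the data were seen, and the other alternatives before. Where a value moved and no reason is given, the cause was not tested.

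The counts of called genes depended on most settings. Against 81 higher and 46 lower genes, no filter gave 151 higher, a mean of at least 50 gave 88 lower among 427 genes tested, and limma without trend gave 21 lower. An adjusted p under 0.1 gave 161 and 142. On recovered reads limma-voom gave 36 and 15, edgeR 132 higher and DESeq2 172 and 77. Equal totals gave 1574 lower, TMM 137 and 166, and scaling outside the non-coding and mitochondrial sets 11 lower. With a library left out, counts ranged from 48 to 155 higher and from 0 to 37 lower, with fewer samples and the lone library assumed to vary like the other group. The number of called study genes was 5 under equal totals and 1 under TMM. None of the 7 tested study genes reached a mean of 50.

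Replicate numbers are shared between the groups, but the labels do not say that they pair samples, and the deviations of same-numbered libraries correlated at -0.31 across genes. With the number as a block, 126 genes were higher and 53 lower, and 0 study genes were called. A crossed block gave 324 higher and 324 lower, with 1 study gene called.

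The 2-fold and 3-fold lists shrank where low counts were left out or damped and under equal totals, and grew to 5263 and 3896 features with scaling outside the non-coding and mitochondrial sets. At least 2-fold enriched were 2308 features with a pseudocount of 1, 567 at a mean of 10, 87 at a mean of 50, 683 with at least 5 reads in each pulldown library and 2285 under equal totals. The 3-fold counts under these settings were 1073, 348, 62, 422 and 1711. TMM gave 3653 and 2920. With a library left out they ranged from 2726 to 5155 and from 1912 to 4462. The criterion on both pulldown libraries gave 47 genes at a mean of 50, 82 under equal totals, 305 with scaling outside the non-coding and mitochondrial sets, 318 with at least 5 reads in each pulldown library in place of the mean and 250 to 549 with a library left out. It already requires a mean of 10. The correlation of the log2 ratios was 0.79 at a mean of 50, 0.27 with no filter and 0.72 with pulldown 1 set against input 2. Its value under the pseudocounts of 0.5 and 5 moved by less than its bootstrap error.

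The shifts of snoRNAs, rRNA, mitochondrial genes and ribosomal protein mRNAs kept their direction and their camera call under every pseudocount, filter, scaling, threshold, left-out library and count test and with the replicate number as a block (sets were not run with the crossed block), and for ribosomal protein mRNAs with the length trend removed. Over these alternatives the snoRNA shift ranged from 2.85 (no filter) to 7.63 (DESeq2), that of rRNA from 2.36 to 3.71, that of mitochondrial genes from -3.88 to -0.64 (no filter) and that of ribosomal protein mRNAs from -1.86 to -0.40 (length removal). With fry or an estimated correlation the shifts themselves are the same (4.95, 2.89, -3.06, -1.48, 2.49, 1.28, 2.42, 0.87 and 0.72 in the order of the report) and none passes. Long non-coding RNAs had 1.53 at a mean of 50, without a call, and with no filter they and transposon insertions were both at -0.040 and antisense RNAs at 0.29. With a library left out antisense RNAs ranged from 1.38 to 3.14 and transposon insertions from 1.42 to 3.04. The ion channel shift lost its call under equal totals (0.90), scaling outside the non-coding and mitochondrial sets (0.87), limma-voom (0.60), DESeq2 (0.76) and length removal (0.61), and ranged from 0.37 to 1.41 with a library left out. The vesicle shift lost it under equal totals (0.86), DESeq2 (0.95) and length removal (0.54), and ranged from 0.14 to 1.32. Cell adhesion, never called, was at -0.074 after length removal and between -0.055 and 0.32 with a library left out. At a mean of 50 fewer than 5 genes of the antisense, transposon, ion channel and vesicle sets were left, so these have no value there.

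The genes named by size never changed direction. Of 316 values under alternatives, 243 kept the call and 73 lost it, mostly with pulldown 1 (16), pulldown 2 (16) or input 1 (11) left out. Among 112 values of study genes, 6 gained a call under another scaling and 6 changed sign: elav (-0.65) and brp (-0.76) under equal totals, Fmr1 at 0.14 with scaling outside the non-coding and mitochondrial sets, at 0.02 without input 2 and at 0.28 without pulldown 2, and tsu at 0.33 without pulldown 1. With a library left out Fmr1 ranged from -0.68 to 0.28 and tsu from -1.11 to 0.33. Depth limits the values of single mRNAs, since the pulldown libraries hold 67483 and 101069 reads outside nuclear rRNA and the mitochondrial genome.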

Other observations

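The tests of the 2-fold list, of the likeness of the libraries, of host genes, of copies of a few molecules, of RNA and mRNA length and of genomic DNA were chosen after the result was seen.

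The number of features at least 3-fold enriched was 3263 here. That is higher than the value quoted from the study above. The number at least 2-fold enriched, 4268, was higher than its quoted value too, by a smaller factor. The fold changes of the authors' deposited table, with no test, were also above both quoted values. They gave 3014 features at least 3-fold and 4328 at least 2-fold enriched. The counts may differ in kind. Of the 3263 and 4268 features found here, 2845 and 3814 were genes, and 1965 and 2934 were genes with an input read, in the same order. With a pseudocount of 1 added to both means the 3-fold list held 1073 features and the 2-fold list 2308, both lower than the values quoted for these thresholds.

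Unchanged genes drawn with Poisson error alone gave 2047 ± 40.4 features (SD over 100 draws) at least 2-fold higher, against 4268 observed, so counting error alone falls short of the list. The libraries were also grouped against their labels, with 1 input and 1 pulldown on each side. The side with input 2, the library in which most features had a read, had lists of 4307 and 5780 features. The other side had 3858 and 2870. In the real split the inputs had 5372 and the pulldown libraries 4268, so the side with input 2 always had the longer list. Among the sides without input 2 the real list was the longest. Counting error was not drawn for the mixed splits, so they cannot separate spread between libraries from depth. Spread between single libraries is thus left open as an explanation for the length of the list.

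The rise of snoRNAs was uneven among their kinds. Genes whose symbols mark them as guides of pseudouridylation (Psi or aca, here H/ACA-type) had 38 and 146 reads in input and 2631 and 10018 in pulldown, a 208-fold rise in normalised counts (counting interval 180 to 241). The spread between libraries was wider than this interval, with a 113-fold rise without pulldown 2 and a 299-fold rise without pulldown 1. These 111 genes and the 78 genes named as methylation guides do not cover all 257 listed snoRNAs. The rest, among them snoRNA:Dek-a with a log2 difference of 7.10, were not examined as a kind. The rise is therefore not shown to be limited to H/ACA-type genes. The other kinds of small RNA examined rose far less on the same scale, here with the range over each library left out. Genes named as methylation guides (snoRNA:Me, here C/D-type) rose 15.1-fold (8.74 without pulldown 2 to 17.5), snRNAs 9.45-fold (5.71 without pulldown 2 to 11.9), tRNAs 10.6-fold (7.20 to 11.5), 5S rRNA 9.61-fold (8.75 to 10.5), 5.8S rRNA 10.9-fold (7.05 without pulldown 2, 17.0 without pulldown 1 and 19.7 without input 2) and scaRNAs, from 14 input reads, 38.5-fold (17.3 without pulldown 2 to 51.0). The sizes of these folds depend on the scaling. As shares of all reads, snRNAs rose 2.36-fold, tRNAs 2.53-fold, scaRNAs 8.78-fold and all snoRNAs together 36.2-fold. A ratio within a library needs no scaling. There were 0.745 and 1.04 H/ACA-type reads for each snRNA read in the input libraries and 17.5 and 22.3 in the pulldown libraries, a 22.4-fold change. snRNAs have about the same median length (148 bases against 140), which argues against recovery of RNAs of this length as the whole explanation. The 23 tested protein-coding genes around snoRNAs had a median log2 difference of -1.04, which argues against a rise of their mRNAs as the source. Gene counts cannot tell reads of host introns over a snoRNA from reads of the snoRNA itself. RNA of host introns was therefore not excluded. Copies of a few molecules are also argued against, because 91 of all 111 listed H/ACA-type genes (82.0%), with no filter on counts, lay above both inputs in both pulldown libraries and 0 lay below, where chance gives at most 16.7% in each direction. Of the 51 with an input read, 48 lay above. What also stays open is binding to CMTr1 or to proteins that came with it, and RNA held by the beads or the antibody. A pulldown without CMTr1 would be needed to test these. Better capture of small RNAs in general may account for a rise of about the size seen in snRNAs and tRNAs.

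The pulldown libraries were less alike than the inputs (r = 0.701 against 0.905). Counting error alone would give the pulldown libraries r = 0.909, and with the length trend removed the r over protein-coding genes was 0.630 against 0.633 before. Neither the low depth nor gene length is thus enough to explain the difference. Whether the libraries differed in PCR copies could not be examined, and no biological explanation was tested.

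Shorter mRNAs were lower in pulldown, and ribosomal protein mRNAs are short. Lists matched on length had a median log2 difference of -1.14 (95% of lists between -1.31 and -0.86), against -1.51 for ribosomal protein mRNAs, and the shift left with the trend removed was -0.40. Length, or something that goes with it, may account for most of this fall but not all of it. The ion channel list lay at percentile 94.9 of length-matched lists and the vesicle list at percentile 98.4, just above the range of 95% of such lists (up to 0.65, against 0.69). Their rises cannot be told apart from the length trend with 9 and 18 genes, as neither passed camera's threshold once the trend was removed.

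All 29 protein-coding genes called higher had larger values in pulldown 1 than in pulldown 2, compared with 43.5% of tested protein-coding genes. Genomic DNA in the pulldown would add reads to all genes alike. The 2204 protein-coding genes without an input read had 0.188 and 0.0844 reads per kb in the pulldown libraries, against medians of 13.6 and 7.92 for the called genes, which argues against it. A fit without 1 library leaves a single sample in a group, so a lost call does not tell which library the rise depends on. The size of the rise does depend on pulldown 1, as it must where that library is the higher one. The median log2 difference of the 29 was 2.79, and it was 2.21 without pulldown 1 and 3.51 without pulldown 2. Copies made by PCR in pulldown 1 and a real difference between the preparations were not tested.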
